A study of Mus musculus with 11 samples. Its data were reported in "Targeting enhancer switching overcomes non-genetic drug resistance in acute myeloid leukaemia" (2019).

How the data were processed

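ATAC-seq peak lists of 11 libraries of mouse MLL-AF9 leukaemia cells were used, 1 library per group, in a set of 3 untransduced, a set of 6 hairpin and a set of 2 vector libraries. Per the processing notes of the submitters, reads were converted with bcl2fastq 2, aligned with BWA to GRCm38, and peaks were called with MACS2, a program that finds regions with more reads than a background. The methods of the study add that duplicates, blacklisted and mitochondrial reads were removed. They also state that MACS2 ran without a local background and without a shifting model. The deposited files give, for each peak, the fold (a ratio of the summit pileup to the background, each with a pseudocount), the -log10 p, the -log10 q and the score, all as the authors' peak calls wrote them, and the position of the summit. The fold and the p of the authors were used to rank, filter or describe peaks within 1 list. The fold also served to recover the background coverage and to describe peaks at the Irf8 gene across lists of a set. The q served only for a stricter threshold.

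The background coverage of each library was recovered from the deposited fold values, which in every list fell on a grid of whole summit pileups (100% of the folds below 30 were whole within 0.05). This coverage served as the measure of depth, because the lists hold no read totals. It ran from 0.315 to 1.81, and the lowest summit pileup of a list from 4 to 7 reads, so that a weak site could be called in a deep library and missed in a shallow one. Absence of a peak is therefore absence of a call and not of accessibility. In the vector set no peak was narrower than 200 bp and the highest fold was 90.6 and 94.5, while the other lists had peaks from 123 bp and their highest folds began at 5186. Peak numbers and folds were therefore compared within sets. Across sets the presence of a peak at given sites and the direction of change within pairs were compared. The exception is the count of windows per chromosome. It set peak numbers of scramble DMSO and the empty vector against the sensitive list, relative to the other autosomes.

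For each pair a site was called gained when a peak of the treated list had no overlap of 1 bp or more in the control list, lost in the reverse case, and constitutive otherwise. A site was gained or lost in both pairs when a scramble site overlapped an untransduced one of the same direction. Sites of 1 pair were then looked up in the lists of other libraries, and the share with a peak was given with its Wilson 95% interval (scipy 1.17.1). As a reference for list length and depth, constitutive sites were reweighted to the summit pileups of the gained sites in 10 bins, which within a list is the same as matching on -log10 p. Odds ratios for moving the same way in 2 pairs carry intervals from the counts. No test of a difference between groups was run, since 1 library per group gives no spread between replicates.

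Peaks were assigned to the nearest TSS of a protein-coding gene of GENCODE vM21 on GRCm38. A gene of a list counted as having a site when one lay within 50 kb of its TSS, and the count was set against 10000 random lists of genes matched on the number of control peaks within 50 kb. The 14 lists, all named in the results, were the I-BET151-repressed genes of the study and lists of cell types and pathways. Consensus motifs were searched on both strands within 100 bp of the summit in the GRCm38 sequence, EICE in a looser form (the one shown unless stated) and a stricter form, with a reference of constitutive sites matched on GC content and promoter position (within 1000 bp of a TSS). Genes named in the text were chosen by a rule: 14 fixed genes (Myc, Bcl2, Cdk6, Ikzf1, Irf8, Spi1, Kdm1a, Cd86, Itgam, Ly6g, Mpo, Kit, Cebpa and Gfi1), the nearest protein-coding gene of the 10 gained and 10 lost sites with the highest fold of the authors in each comparison (for LSD1i, among sites that moved the same way in both pairs), and up to 4 members of each list with most sites. Further sites shown at the Irf8 gene were chosen after their values were seen.

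The site definitions, gene lists, motifs, naming rule and the first set of alternatives were chosen before the data were examined. These alternatives were an overlap of at least 50% of both peaks, only peaks with -log10 q of at least 5, lists shortened to equal length by -log10 p, no peak within 500 bp, only sites more than 1 kb from a TSS, windows of 10 and 100 kb, motifs within 50 bp, unmatched constitutive sites, and the exchange of the pair that defines the sites. Added after the data were seen were a thinning of all lists of a comparison to the lowest background coverage among them, the sites gained in the scramble pair as a further set for the hairpins, the leaving out of chromosomes 7, 14 and 16, the odds ratios for direction, and the split of gained sites by EICE and by the Gfi1 motif.

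The procedure was tested on simulated data with 2000 gained and 1000 lost sites per pair at the depths found. It recovered 96.5%, 97.2% and 96.9% of the gained sites in the untransduced, scramble and vector pairs, and 80.1%, 97.1% and 98.6% of the lost sites. Among simulated sites without change, the ratio of gained to lost was 8.13, 1.05 and 0.368, and 0.971, 1.01 and 1.01 after thinning. With lists of equal length it was 0.819, 0.675 and 0.732, so that setting gave more lost than gained sites. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, with random seed 1. Libraries of an Irf8 knockdown and ChIP-seq and expression data of the study were not analysed here.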

Results

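Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adaptors into open DNA, in mouse acute myeloid leukaemia cells driven by the fusion oncogene MLL-AF9. Of the 11 libraries, 1 came from drug-naive cells, called sensitive, and 10 came from cells resistant to I-BET151, an inhibitor of the BET bromodomain proteins that read acetylated histones. The first set held 3 untransduced libraries: sensitive cells in the solvent DMSO, resistant cells in 1000 nM I-BET151, and resistant cells in 500 nM of an inhibitor (LSD1i) of the histone demethylase Lsd1, the product of Kdm1a. The second set held 6 libraries of resistant cells with a scrambled hairpin RNA or with shRNA1 or shRNA2, both directed against Pu.1, the myeloid transcription factor encoded by Spi1, each in DMSO or in 500 nM LSD1i. The third set held 2 libraries of resistant cells, with an empty vector or with overexpressed Irf8, an interferon regulatory factor that binds DNA together with Pu.1. Each group had 1 library and there were no replicates, so differences are given without a test. Shares carry 95% Wilson intervals that cover counting error only. Positions are 1-based in GRCm38 with GENCODE vM21 genes.

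The lists held 28604 peaks in sensitive cells, 34715 in resistant cells with I-BET151 and 41029 in resistant cells with LSD1i. Both scramble lists were of similar length, with 53310 peaks in DMSO and 52613 in LSD1i. The shRNA1 lists held 58489 peaks in DMSO and 24630 in LSD1i, and the shRNA2 lists 66933 and 48140. The empty vector list had 91238 peaks and the Irf8 list 74249. Background coverage, a measure of depth recovered from the deposited fold values, was 0.761, 0.431 and 1.12 reads in the untransduced set, 0.701 and 0.707 in the scramble pair, 0.886 and 0.315 for shRNA1, 0.966 and 0.683 for shRNA2, and 1.81 and 1.5 in the vector set. Between 19.6% (empty vector) and 46.6% (shRNA1 in LSD1i) of the peaks lay within 1 kb of a transcription start site (TSS).

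The first comparison asked which sites differ between sensitive and resistant cells. The sensitive library was in DMSO and the resistant one in 1000 nM I-BET151. This pair alone therefore cannot separate acquired resistance from exposure to the drug. The promoter of Prkab1, a regulatory subunit of the energy sensor AMPK, had a peak in sensitive cells (chromosome 5, 116023966 to 116024798, fold 72.7 by the authors' calls) and in none of the 10 resistant lists. The promoters of Mgmt, which repairs alkylated guanine (chromosome 7, 136894029 to 136894838, fold 65.9), of Aph1c, a subunit of gamma-secretase (chromosome 9, 66834497 to 66835211, fold 66.5), and of Derl3, a factor of endoplasmic reticulum protein degradation (fold 48.8), followed the same course. In the other direction, peaks at Rragb, a GTPase that signals amino acids to mTORC1 (chromosome X, 153139675 to 153140423, fold 37.0), at Fcgr3, a receptor for IgG (chromosome 1, 171066403 to 171066917, fold 36.3), at Pag1, an adaptor of the kinase Csk (fold 32.8), and at Ahr, the aryl hydrocarbon receptor (chromosome 12, 35534500 to 35535224, fold 29.3), were present in all 10 resistant lists and absent from sensitive cells. The strongest sensitive-only site, 29.0 kb from Apbb1ip (fold 169), was missing from the I-BET151 list alone among the resistant lists. These genes belong to the 10 strongest sites in each direction. The rest were Olfm3, F11r, Kap, St3gal6, Vmn2r79 and Akap13 among the gained sites and Rgs20, Phf19, Rassf7, Ppfia3 and Pfkfb3 among the lost.

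In all, 12677 peaks were found in the resistant I-BET151 list only (36.5%, 36 to 37.0), 6689 in the sensitive list only (23.4%, 22.9 to 23.9), and 22038 in both. Promoters made up 15.9% of the resistant-only peaks, 17.4% of the sensitive-only peaks and 51.9% of the shared peaks. Leukaemia stem cell and progenitor genes lay near resistant-only sites more often than random lists matched on peak density, with 18 of 22 genes within 50 kb against a random median of 13 (percentile 98.5). Among them, Erg, an ETS factor of blood stem cells, had 8 such sites, Cd93 6 and the linked homeobox genes Hoxa7 and Hoxa10 5 each. Myeloid differentiation genes lay near sites of either direction, with 25 of 36 near sensitive-only sites against a median of 19 (percentile 99.1) and 27 near resistant-only sites against 22 (percentile 96.8). Prtn3, a granule protease, had 5 resistant-only sites, while Ly6g and Ly6c2, surface antigens of neutrophils and monocytes, had 3 sensitive-only sites each. Genes unrelated to blood reached similar ranks at sensitive-only sites, with 7 of 15 against a median of 4 (percentile 98.2). Of the 14 genes fixed beforehand, 10 had a resistant-only and 7 a sensitive-only site, including Mpo, the myeloperoxidase gene, with 4 and 1, and Spi1 with 3 and 0.

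Motifs separated these sites as well. The CEBP motif lay at 16% of sensitive-only and 13% of resistant-only sites, and the GATA motif at 3.66% and 2.28%. The Hoxa9 motif lay at 1.52% of sensitive-only and 3.53% of resistant-only sites, a ratio of resistant to sensitive of 2.31 (1.87 to 2.86), and that of the insulator protein CTCF at 3.98% and 8.44%. Chromosomes 7, 14 and 16, chosen after their peak numbers were seen, held 22.1% of the resistant-only, 9.16% of the sensitive-only and 14% of the shared peaks. At equal depth 13523 peaks were resistant-only and 4800 sensitive-only. With lists of equal length, which bring both numbers close together by construction, they were 7851 and 7831.

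**Figure D1:**
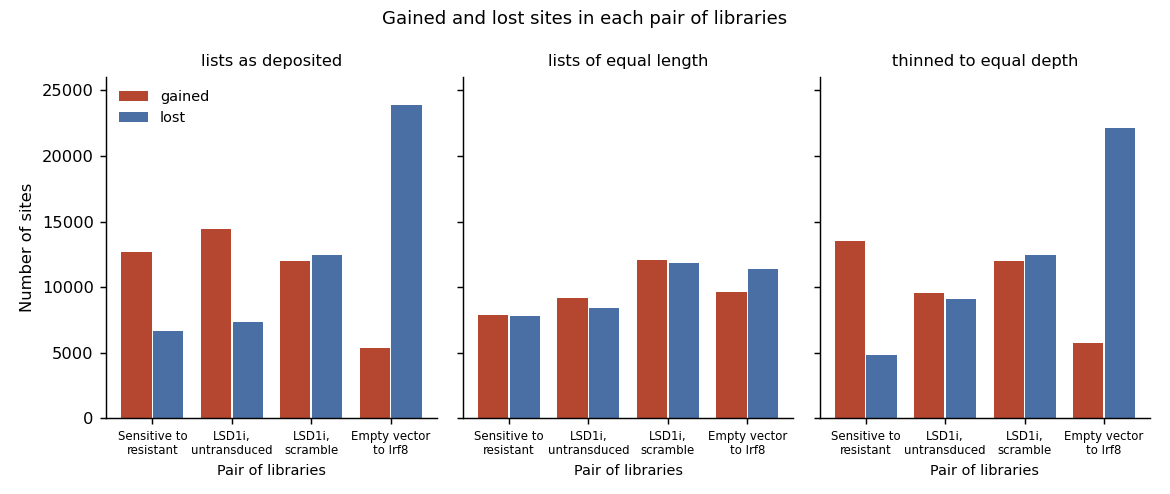
Number of gained (red) and lost (blue) sites for the 4 pairs of libraries, from the lists as deposited (left), the lists of equal length (middle) and the lists thinned to equal depth (right). In the untransduced LSD1i pair the 14399 gained and 7332 lost sites of the deposited lists became 9519 and 9103 at equal depth, while lists of equal length give similar numbers of gained and lost sites by construction, and the scramble pair gave 12000 and 12452 as deposited.

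The central comparison asked which sites LSD1i opens or closes in resistant cells. In both LSD1i pairs, untransduced and scramble, a peak appeared 16 kb from Cxcr4, the receptor for the chemokine Cxcl12 (chromosome 1, 128608001 to 128608767, fold 50.4 in the scramble LSD1i list). Others appeared in introns of Bin1, a membrane-bending adaptor (chromosome 18, 32406804 to 32407941, fold 41.0), of Tenm4, a teneurin (chromosome 7, 96246063 to 96246957, fold 39.2), and of Rftn1, the lipid raft protein raftlin (chromosome 17, 50024863 to 50025924, fold 32.2), and 16.5 kb from Parp2, a poly(ADP-ribose) polymerase (chromosome 14, 50824036 to 50824741, fold 40.4). None of the 10 strongest sites gained in both pairs had a peak in sensitive cells, against 4 of the 10 strongest of the untransduced pair and 2 of the scramble pair. Of the 10 strongest of the untransduced pair, 8 had a peak in scramble DMSO. The same gain in both pairs occurred in an intron of Ikzf1, which encodes the lymphoid and myeloid regulator Ikaros (chromosome 11, 11691451 to 11692025, fold 8.79), 14.4 kb from the proto-oncogene Myc (chromosome 15, 61999694 to 61999892, fold 13.5), 13.6 kb upstream of Itgam, which encodes the myeloid integrin Cd11b (chromosome 7, 128048741 to 128049328, fold 10.5), and 43.2 kb upstream of Ly6g (chromosome 15, 75111964 to 75112157, fold 10.5).

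Sites lost in both pairs included an intron of Spi1 itself, 16 kb from its TSS (chromosome 2, 91097890 to 91098625, fold 11.2 in the scramble DMSO list), and a site 42.5 kb upstream of Mpo (chromosome 11, 87750787 to 87751184, fold 5.29). Both genes had sites of either direction, Spi1 4 gained and 3 lost in the untransduced pair and 4 and 2 in the scramble pair, and Mpo 3 and 2, and 1 and 1. The strongest lost sites lay 150 kb from Haao, an enzyme of tryptophan breakdown (fold 49.4), and in an intron of Atf2, a transcription factor gene (fold 40.0), where the scramble peak also touched a peak of the untransduced LSD1i list, as it did at 11 of the 1206 sites lost in both pairs. The other gained sites among the 10 strongest lay near Enpp5, Cenpe, Ccdc97, Lactb2 and Gm44596, and the other lost ones near 4930455H04Rik, Speer2, Rgs1, Ccnh, Ggact, Dhx35, Mctp2 and Snn. Of the 14 fixed genes, Bcl2, Cdk6, Irf8, Kdm1a, Cd86, Kit, Cebpa and Gfi1 had no site that moved the same way in both pairs, although Cd86, a costimulatory molecule, had 3 gained sites in the untransduced pair.

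The untransduced pair had 14399 gained sites (35.1% of the LSD1i list, 34.6 to 35.6) and 7332 lost sites (21.1% of the I-BET151 list, 20.7 to 21.6). The scramble pair had 12000 gained (22.8%, 22.5 to 23.2) and 12452 lost sites (23.4%, 23 to 23.7). Gains and losses lay away from promoters, with 12% of the untransduced gained sites within 1 kb of a TSS against 45.0% of the constitutive sites, those with a peak in both lists. In both pairs 2802 sites were gained and 1206 lost, and for sites called in each pair the odds of moving the same way gave an odds ratio of 4.84 (4.28 to 5.46). The gained and lost numbers of the untransduced pair were 9519 and 9103 at equal depth. The labels do not say whether the untransduced LSD1i cells were also kept in I-BET151. Per the methods of the study, resistant cells were cultured in constant I-BET151 at 1000 nM. Its legends describe LSD1i treatment of resistant cells, in some experiments followed by DMSO or I-BET151. The legend of a proliferation assay calls I-BET151 after LSD1i a re-challenge and shows it beside a drug washout. In that assay I-BET151 was thus apparently absent during LSD1i. No legend states this for the ATAC-seq cells. A gain or loss in this pair may thus also reflect withdrawal of I-BET151 and cannot be assigned to LSD1i alone. Of its gained sites, 53.1% had a peak in scramble DMSO.

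The motif found most often at the gained sites relative to other sites was the Ets-IRF composite element (EICE), which Pu.1 and Irf8 or Irf4 bind together. It lay within 100 bp of the summit at 14% (12.8 to 15.4) of the sites gained in both pairs, at 1.41% of those lost in both, and at 2.42% of constitutive sites matched on GC content and promoter position. Gained sites carried it 9.95 times as often as lost sites (6.15 to 16.1), and in each pair alone the ratio was lower, at 3.79 (3.11 to 4.63) with 5.54% and 1.46% in the untransduced pair and at 4.64 (4 to 5.38) with 7.75% and 1.67% in the scramble pair. EICE was searched in 2 forms, and the stricter one, not shown in the figure, lay at 8.64% of the sites gained in both pairs and at 0.166% of those lost in both, a ratio of 52.1 (13 to 209) that rests on 2 lost sites. The motif of Gfi1, a repressor that recruits Lsd1, lay at 2.61% of gained, 0.663% of lost and 0.782% of matched constitutive sites. The motif of AP-1, the Fos and Jun dimer, lay at 18.6%, 7.05% and 14.4%, and that of PU.1 alone at 11.1%, 4.48% and 8.05%. In each pair alone the PU.1 share of gained sites was 1.08 (untransduced) and 1.11 (scramble) times that of matched constitutive sites. CTCF showed the opposite order, at 2.96%, 11.9% and 5.54%. RUNX at 5.71% and CEBP at 16.4% of gained sites lay between their shares of 3.48% and 13.6% at lost sites and of 7.39% and 19.7% at matched constitutive sites. The interferon element ISRE lay at 3.53% of gained and 2.64% of matched sites, NF-kB at 4.07% and 3.40%, GATA at 3.07% and 3.54%, Hoxa9 at 3.10% and 4.59%, and Meis1 at 1.61% and 2.00%.

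**Figure D2:**
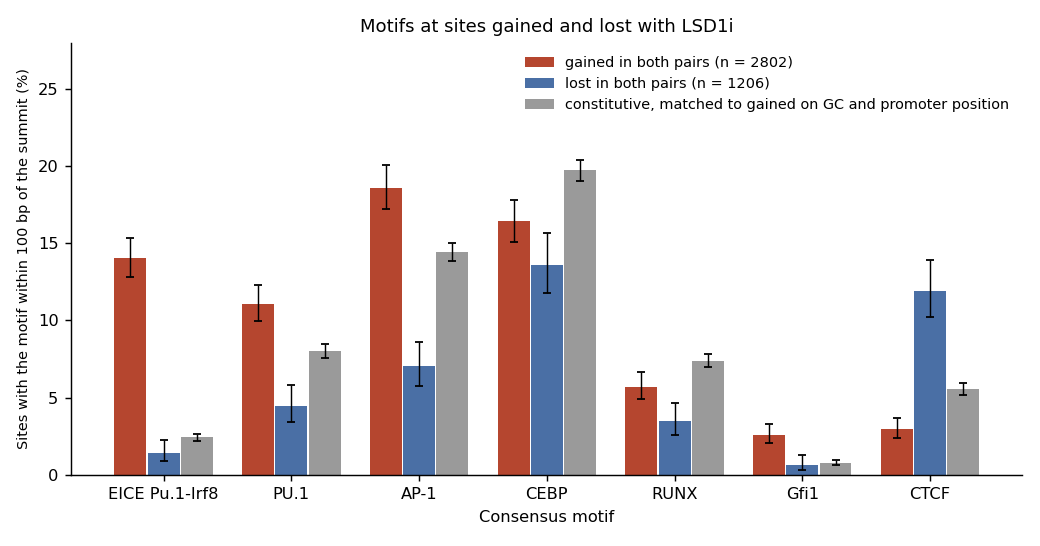
Percent of sites with each consensus motif within 100 bp of the summit, for sites gained in both LSD1i pairs (red, n = 2802), lost in both (blue, n = 1206), and constitutive sites matched to the gained sites on GC content and promoter position (grey), with 95% intervals as error bars. EICE lay at 14% of gained and 1.41% of lost sites, and CTCF at 2.96% and 11.9%.

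The study focused on sites around genes that I-BET151 represses, and gained sites were counted near these genes. The new enhancers of the study were ATAC-seq peaks that also rose in the histone mark H3K27ac with LSD1i. That mark was not analysed here, so any gained site was counted. The study describes no comparison with random genes, so the percentiles below do not test its result. The list of 892 genes, of which 847 matched the annotation, was chosen by the study on RNA-seq of drug-naive cells and not on these libraries. Of the 847 genes, 539 had a gained site within 50 kb in the untransduced pair against a random median of 535 (percentile 61.1), 491 in the scramble pair against 472 (percentile 90.7), and 148 a site gained in both pairs against 145 (percentile 62.2). Nfic, which encodes a nuclear factor I protein, had 11 gained sites in the untransduced pair and Gna15, a G protein subunit of blood cells, 8. Sites lost in the scramble pair lay near 537 of the genes against a median of 571 (percentile 0.2), those lost in the untransduced pair near 437 against 449 (17.3) and those lost in both near 95 against 99 (33.7). Over the other window sizes and settings the percentiles ran from 33.8 to 97.4 in the untransduced pair, from 66.8 to 98.4 in the scramble pair and from 22.4 to 90.9 for both. Without LSD1i, resistant-only sites lay near 554 of the genes against 515 (percentile 99.8).

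Myeloid differentiation genes had gained sites more often than random lists in both pairs. In the untransduced pair 30 of 36 had one against a random median of 23 (percentile 99.8), in the scramble pair 29 against 21 (percentile 99.7), and 13 had a site gained in both against 6 (percentile 99.5). Lost sites lay near 24 in the untransduced pair against 20 (percentile 96.0) and near 25 in the scramble pair against 26 (percentile 29.7). Genes unrelated to blood ranked higher at lost sites, with 8 of 15 against 4 in the untransduced pair (percentile 99.2), 6 against 5 in the scramble pair (65.3) and 3 against 0 in both (98.6). Ly6c2 and S100a8, a calcium-binding protein of neutrophils, had 6 gained sites each in the untransduced pair. Fcgr1, the high-affinity receptor for IgG, and Tlr2, a receptor for bacterial lipoproteins, had 2 sites each that were gained in both pairs, and Camp and Csf3r 1 each. Genes of the Wnt and beta-catenin pathway, which the study has linked to resistance, had gained sites for 18 of 25 in the scramble pair against 11 (percentile 99.7) and 15 in the untransduced pair against 13 (percentile 84.9), and 7 had one in both against 3 (percentile 97.0), among them Ctnnb1, which encodes beta-catenin, with 2. Leukaemia stem cell genes had sites lost in the scramble pair for 19 of 22 against 15 (percentile 97.7) and in the untransduced pair for 11 against 12 (percentile 25.6). In the scramble pair Hoxa7, Hoxa9 and Hoxa10 shared a cluster with 8 lost sites each.

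For sites gained in both pairs the remaining lists ranked below the myeloid differentiation and Wnt lists. These were myeloid transcription factors and the Lsd1 complex with 5 of 22 against a median of 4 (percentile 78.2), interferon response 2 of 19 against 3 (27.6), antigen presentation 4 of 14 against 2 (82.8), mast cell and basophil 2 of 11 against 2 (63.6), dendritic cell 1 of 10 against 1 (38.6), B lymphoid 1 of 12 against 2 (27.2), T lymphoid 3 of 12 against 1 (86.2), erythroid and megakaryocyte 2 of 13 against 2 (47.3), non-haematopoietic 3 of 15 against 2 (85.6), housekeeping 3 of 15 against 3 (53.7) and leukaemia stem cell genes 2 of 22 against 4. The 14 lists were each compared with 12 sets of sites, and the percentiles describe these libraries without correction for their number.

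Whether the untransduced gained sites opened again in a second experiment was read in the scramble libraries, which took no part in choosing them. They had a peak in 53.1% (52.3 to 54.0) of cases in scramble DMSO and in 64.4% (63.6 to 65.2) in scramble LSD1i, a difference of 11.3 points. Lost sites went from 56.8% to 48.1%, and constitutive sites from 97.1% to 96.5%. Read the other way, sites gained in the scramble pair had a peak in 8.60% of cases in the untransduced I-BET151 list and in 27.3% in the LSD1i list, lost sites did not go down, with 14.7% and 15.2%, and the constitutive sites of that pair, read in the same lists of unequal depth, went from 68.2% to 76.9%.

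The sites gained with LSD1i were mostly without a peak in sensitive cells. Only 16.7% (16.1 to 17.3) of the untransduced gained sites had one there, against 44.9% of constitutive sites of equal summit height. Gained sites were chosen for lacking a peak in the resistant I-BET151 list, and 76.6% of sensitive peaks had one in that list. A lower share than at constitutive sites therefore follows in part from this choice. With lists of equal length the gained share was 29.6%. Of the 6689 sites seen in sensitive but not in resistant cells with I-BET151, 37.7% (36.5 to 38.9) had a peak in resistant cells with LSD1i, against 82.3% of shared sites of equal height and 51.0% of resistant-only sites. In the scramble pair 46.9% of the sensitive-only sites had a peak in DMSO and 44.9% in LSD1i. The sensitive-only sites at Apbb1ip, Phf19, a Polycomb subunit, and Ppfia3 were among those with a peak in resistant LSD1i and also had one in scramble DMSO, and those at Rassf7, Prkab1, Aph1c, Mgmt, Derl3, Rgs20 and Pfkfb3 were not.

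The overexpression experiment asked whether Irf8 opens sites that LSD1i opens. The Irf8 gene itself (chromosome 8, 120736358 to 120756694, plus strand) and its promoter carried 7 peaks in the overexpression list, 4 of which were in no other list. The summits of those 4 lay in exons of the transcript Irf8-201: exon 2 (120739694 to 120740014, fold 11.2), exon 3 (120743588 to 120743988, fold 5.60), exon 6 (120748148 to 120748491, fold 6.00) and exon 7 (120753364 to 120753733, fold 8.81). Every other list held 2 or 3 peaks there and none that was unique to it. The peak lists cannot separate the endogenous gene from a cDNA construct. Whether the 4 exon peaks are opened chromatin of the gene was therefore not tested. The titles name I-BET for the empty vector and LSD1i for the Irf8 library, whereas the study, which describes cDNA constructs, gives DMSO for its Irf8 cells and LSD1i for empty vector cells in a figure legend, and the treatment entries of both sample records name the vector and no drug. The treatment of either library is thus open, and no difference between them below can be assigned to Irf8 alone.

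**Figure D3:**
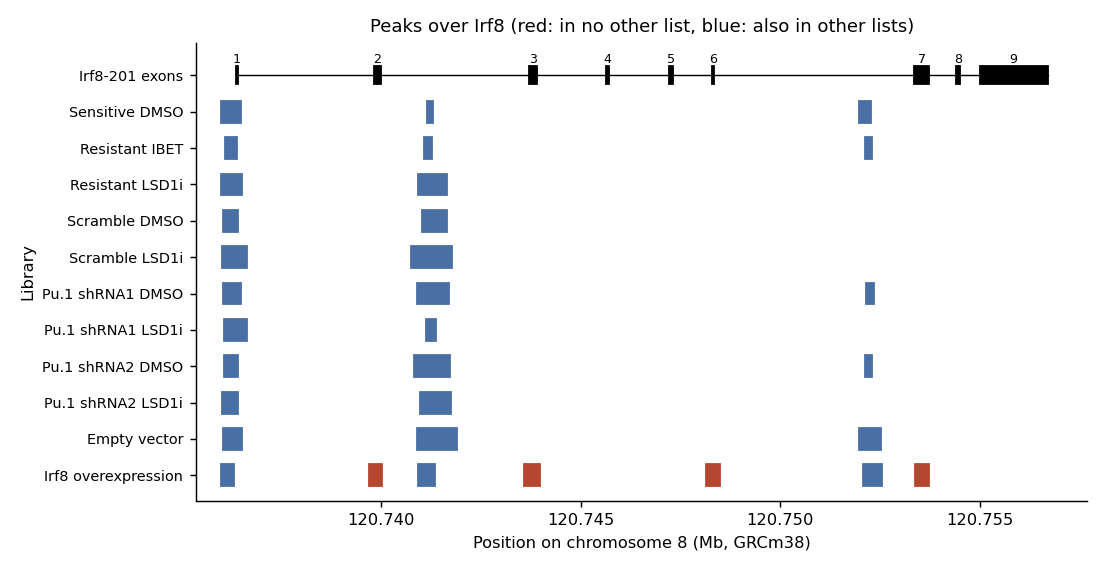
Peaks over the Irf8 gene and its promoter in each of the 11 libraries, along chromosome 8 in Mb (GRCm38). The exons of Irf8-201 are at the top. Boxes show called peaks, in red if no other list has a peak there, and the 4 red boxes of the overexpression library lie over exons 2, 3, 6 and 7.

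The sites with the highest fold that appeared with Irf8 overexpression had a peak in most LSD1i lists as well. They lay near Peg12, Rnf144a, Cebpd, Parp2, Tenm4, Acod1, Rftn1, Ctnnal1, Tbc1d31 and Asap1, and all 10 had a peak in both LSD1i libraries without Pu.1 knockdown and in shRNA2 LSD1i, 3 in shRNA1 LSD1i, and none in the resistant I-BET151 list. Those near Peg12, Rnf144a and Acod1 also had a peak in scramble DMSO. Parp2, Tenm4 and Rftn1 were also among the 10 strongest sites gained with LSD1i in both pairs. The Cebpd site, 97.8 kb from this C/EBP factor gene in an intron of Spidr (chromosome 16, 15984412 to 15985737), had fold 20.0, and the site 9.73 kb from Acod1, which makes itaconate in macrophages (chromosome 14, 103036980 to 103037685), had fold 18.4. The strongest lost sites lay near Pdp1, Gje1, Gca, Swap70, Ano2, Stard3nl, Tm9sf4, Mical3, Gcm2 and Zfr. EICE lay at 9.14% of the gained and 1.64% of the lost sites, a ratio of 5.56 (4.89 to 6.33), whereas the Gfi1 motif lay at 0.676% and 0.725%.

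Between the empty vector and the Irf8 list, 5328 sites were gained (7.18% of the Irf8 list, 6.99 to 7.36) and 23850 lost (26.1% of the empty vector list, 25.9 to 26.4). Of the gained sites, 1.69% had a peak in resistant cells with I-BET151 and 14.6% with LSD1i, and 9.14% in scramble DMSO and 26% in scramble LSD1i. In the same untransduced lists, which are of unequal depth, lost sites went from 2.31% to 4.66% and constitutive sites from 44.1% to 50.9%. In the scramble lists lost sites went from 10.1% to 9.43% and constitutive sites from 66.2% to 63.4%. At sites called in both the untransduced LSD1i pair and the vector pair, the odds ratio for direction was 5.56 (4.18 to 7.40). It was 2.23 with lists of equal length and 1.68 at equal depth. As deposited, 742 sites gained with LSD1i were gained and 988 lost in the vector pair. Of those lost with LSD1i, 60 were gained and 444 lost. With lists of equal length 1041 gained sites were gained and 660 lost, and at equal depth 1289 and 1055. The I-BET151-repressed genes had a gained site for 288 against a random median of 266 (percentile 95.7). All 14 fixed genes had a lost site and 5 a gained one, Irf8 with 5 and Itgam with 2. Of the 5 at Irf8, 4 are the exon peaks above, which are not taken as opening of the gene. The gained and lost numbers were 5769 and 22147 at equal depth and 13360 and 30349 when an overlap of 50% of both peaks was required. They were 9604 and 11397 with lists of equal length, which bring both numbers close together by construction.

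Of the 14399 sites gained with LSD1i in the untransduced pair, 78.4% already had a peak in the empty vector list and 76.1% had one with Irf8, a difference of -2.26 points that was 3.85 with lists of equal length. The 797 of them with EICE went from 54.6% to 83.9% and the 13602 without it from 79.8% to 75.7%. Sites gained in both pairs went from 67.7% to 75.4%. Among these, the 393 sites with EICE went from 36.4% to 85.2% and the 2409 without it from 72.9% to 73.8%. Both splits by motif were made after the motif shares had been seen.

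Knockdown of Spi1 cannot be read from accessibility, so the Pu.1 hairpins were compared with the scramble library in DMSO first. The sites lost with both hairpins were rich in the motif of Pu.1, which lay at 9.01% of them against 3.60% of the gained sites, a ratio of 2.5 (2.17 to 2.88). Constitutive sites matched on GC content and promoter position had it at 6.69% (6.39 to 6.98) for the lost and 6.73% (6.45 to 7) for the gained sites, so the ratio comes from a share above these at lost sites and a share below them at gained sites. EICE lay at 3.55% of lost and 1.88% of gained sites and the Hoxa9 motif at 5.03% and 2.08%. The strongest lost sites included those near Atf2, Lama1, Samd9l, Brinp3, Zfat, Gm5861, Pcdh9, 4931417E11Rik and Rad51b, and the strongest gained ones lay near Cc2d2b, Cd209a, Snn, Foxn3, Gm9758, E130114P18Rik, Ccng1, Cd34, Trim16 and Mapk6. The site 122 kb from Cd34, a stem and progenitor antigen, had fold 23.4. All 14 antigen presentation genes had a site gained with both hairpins against a random median of 8. There were 4 each at the class II genes H2-Aa and H2-Eb1 and 3 at Cd74, the invariant chain. A site within 50 kb of several genes counted for each of them. Sites lost with both hairpins lay near 8 of the 14 genes against a median of 6 (percentile 85.9). The Spi1 locus had 3 gained sites and no lost one, and Cebpa, a myeloid factor gene, 2 lost and 1 gained.

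Of 53310 scramble DMSO peaks, 10106 were lost with shRNA1, 6890 with shRNA2 and 5071 with both. Lists that lost sites independently would share 1306, and simulated libraries without change that share this control would share 39.7. That simulation lost 529 sites with shRNA1 and 339 with shRNA2, far fewer than the lists did. The value of 39.7 is therefore a low reference. For gained sites, counted over the merged peaks of the 3 lists, the numbers were 15733, 21801 and 8168, against 4259 for independent lists. Counted as peaks of shRNA2, as for the motifs and genes, 8461 were gained with both, against 4198 in a simulation of the shRNA2 peaks, so part of the shared gains would arise from the common control alone. The I-BET151-repressed genes had a site gained with both hairpins for 463 against a median of 413.5 (percentile 99.98) and a lost one for 259 against 287 (percentile 1.31).

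The last comparison asked whether LSD1i still opens its sites when Pu.1 is low. In LSD1i, sites with EICE had a peak less often with either hairpin than with scramble. Of the 797 untransduced gained sites with EICE, a split chosen after the motif shares were seen, 36.8% had a peak in scramble DMSO and 83.2% in scramble LSD1i. With shRNA1 these shares were 26.9% and 16.3%, and with shRNA2 33.2% (30.1 to 36.6) and 61.9%. The 13602 sites without EICE had a peak in 54.1% and 63.3% with scramble, 56.8% and 18% with shRNA1, and 64.6% and 56.1% with shRNA2. Of the 10 strongest sites gained in both pairs, 1 had a peak with shRNA1 in DMSO and 5 in LSD1i (near Cxcr4, Bin1, Enpp5, Cenpe and Lactb2), and with shRNA2 2 in DMSO and all 10 in LSD1i. The gained sites at Myc and Itgam had a peak in none of the 4 hairpin lists, that at Ikzf1 in both DMSO lists, and that at Ly6g in shRNA1 DMSO and shRNA2 LSD1i.

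Over all 14399 sites the share with a peak went from 53.1% to 64.4% with scramble (difference 11.3 points), from 55.1% to 17.9% with shRNA1 (-37.2 points) and from 62.9% to 56.4% with shRNA2 (-6.47 points). Constitutive sites of equal summit height had a peak in 84.7% of cases in scramble LSD1i, 32.7% in shRNA1 LSD1i and 79.1% in shRNA2 LSD1i, so that the shRNA1 LSD1i list was short of sites of every kind, and the gained share relative to these was 0.76, 0.55 and 0.71. As odds relative to these sites, the ratio of hairpin to scramble in LSD1i was 1.38 (1.23 to 1.54) for shRNA1 and 1.05 (0.924 to 1.19) for shRNA2, and 1.09 (0.990 to 1.21) and 0.989 (0.891 to 1.1) after thinning to equal depth, so the order of the libraries depended on the scale. At the 5124 gained sites found again in lists of equal length the differences were 19.6, 8.26 and 15.9 points. The direction with either hairpin thus changed under this setting. It changed both the lists and the set of sites, so an effect of list length alone was not tested. Among sites gained in both pairs, shRNA1 went from 33.5% to 13.9% and shRNA2 from 42.5% to 57.5%. Direction was also compared at sites called gained or lost in both the untransduced pair and a hairpin pair. The odds ratio for direction was 13.5 (8.84 to 20.5) for shRNA1 and 7.01 (5.93 to 8.28) for shRNA2. It was 5.51 and 6.78 with lists of equal length and 7.48 and 7.18 at equal depth, against 4.84, 6.65 and 5.16 for the scramble pair. As deposited, 458 sites gained in the untransduced pair were gained and 5367 lost with shRNA1, and 1500 and 2231 with shRNA2. Of the sites lost there, 23 were gained and 3631 lost with shRNA1, and 180 and 1876 with shRNA2. With lists of equal length 1170 gained sites were gained and 704 lost with shRNA1, and 1962 and 770 with shRNA2.

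**Figure D4:**
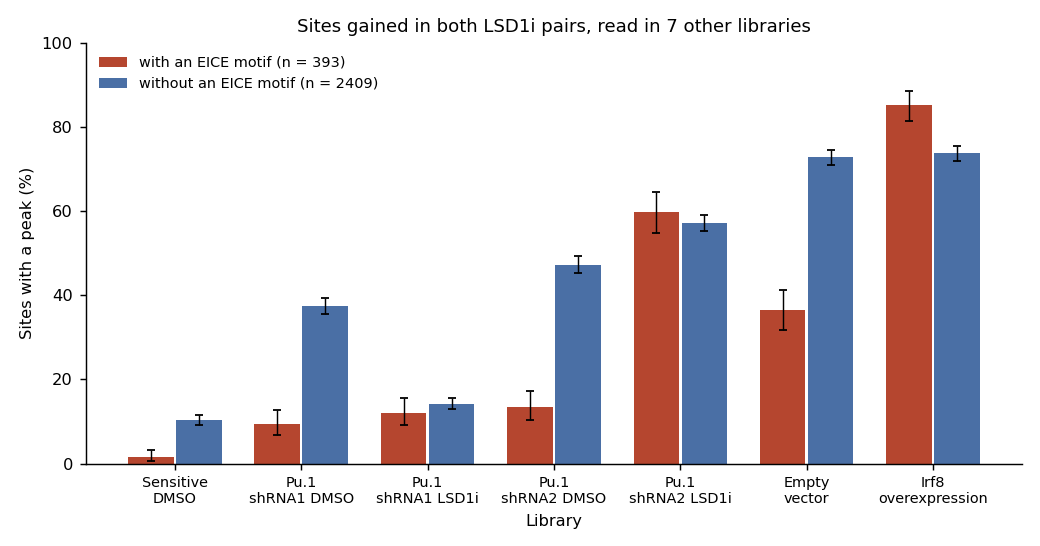
Percent of the sites gained with LSD1i in both pairs that have a peak in 7 other libraries, for the 393 sites with EICE (red) and the 2409 without (blue), with 95% Wilson intervals as error bars. Sites with EICE went from 36.4% in the empty vector to 85.2% in the Irf8 library and from 13.5% to 59.8% with LSD1i in shRNA2, and from 9.41% to 12% in shRNA1, where sites without EICE went from 37.5% to 14.2% in an LSD1i list short of sites of every kind.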

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

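The tests that split sites by EICE were chosen only after the result was seen, and the thinning of lists to equal depth was added after the data had been examined.

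With LSD1i the share of the untransduced gained sites that had a peak was 11.3 points higher than in DMSO in the scramble pair, but the same difference was -37.2 points with shRNA1 and -6.47 points with shRNA2. These opposite directions, each from 1 library per condition, are why the hairpins are looked at again here, and no replicates give a spread for the difference between hairpins and scramble. At sites called in both the untransduced pair and a hairpin pair, the odds ratio for direction was 13.5 for shRNA1 and 7.01 for shRNA2. It was 4.84 for scramble. Yet of the sites gained in the untransduced pair, 458 were gained and 5367 lost with shRNA1, and 1500 and 2231 with shRNA2. With lists of equal length the odds ratios were 5.51 for shRNA1, 6.78 for shRNA2 and 6.65 for scramble. There, 1170 gained sites were gained and 704 lost with shRNA1, and 1962 and 770 with shRNA2. The direction within each hairpin depended on the processing. With the 5124 gained sites found again in lists of equal length it was positive for both, at 8.26 and 15.9 points, and with the 6930 found again in lists of equal depth it was -24.8 points for shRNA1 and 5.08 points for shRNA2. At the 14399 sites as first found, with only the shRNA lists thinned, the shares went from 41.7% to 17.9% with shRNA1 and from 46.7% to 47.8% with shRNA2.

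Depth alone was argued against as the reason for the lower shares in hairpin than in scramble LSD1i, since the scramble list had a peak at 56.1% of the sites when thinned to the depth of shRNA1, which had 17.9% (17.3 to 18.5), and at 64.4% when thinned to the depth of shRNA2, which had 56.4% (55.6 to 57.2). A lower enrichment of the whole hairpin library is a candidate explanation at sites without EICE. There the odds of a peak were taken relative to constitutive sites of equal summit height. Hairpin over scramble at equal depth, they were 1.14 with shRNA1 and 1.02 with shRNA2. As shares relative to the same constitutive sites a deficit remained, at 0.552 with shRNA1 and 0.687 with shRNA2 against 0.728 with scramble. The explanation thus depends on the scale. With EICE these shares were 0.403, 0.716 and 0.943. The constitutive sites were not matched on promoter position. At sites with EICE the odds ratios were 0.379 (0.293 to 0.491) and 0.493 (0.393 to 0.620), below what a loss shared by all sites would leave. The knockdown of Pu.1, a partner of EICE, may therefore account for part of the deficit at these sites, as a hypothesis from the same data. The ratios depended on depth, since in LSD1i as deposited they were 0.463 and 0.477 with EICE and 1.43 and 1.09 without, and a deficit was present without LSD1i, at 0.600 and 0.668 with EICE and 0.970 and 0.907 without in DMSO at equal depth, and at 0.458 and 0.343 with EICE and 0.765 and 0.637 without in DMSO as deposited.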

How the results depend on the processing

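The thinning to equal depth, the sites gained in the scramble pair, the leaving out of chromosomes 7, 14 and 16, the odds ratios for direction and the splits by EICE were chosen only after the data were seen. The other alternatives were fixed beforehand.

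Of the values recomputed under the alternatives fixed beforehand, 79 stayed within their interval (a count within 1.5 times, a percentile inside or outside the middle 95% of random lists as before), 59 moved beyond it without a reversal, and 10 reversed. Under the alternatives added later these numbers were 26, 18 and 2. A reversal is a change of sign and was counted also where the new value was smaller than its error. The ratio for EICE at gained over matched constitutive sites, 2.39 in the untransduced and 2.78 in the scramble pair, lay between 2.76 and 4.15 under the alternatives. The reading of the scramble libraries at sites chosen from the scramble pair was left out, since the choice of the sites fixes it. Except where a reason is given, the cause was not tested for the values below.

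With lists of equal length, the resistant-only sites numbered 7851 and the untransduced gained sites 9185, and the sites gained and lost with Irf8 9604 and 11397. Shortening the longer list removes its weakest peaks, which by construction lowers the number of sites found in that list alone and brings gained and lost numbers close together. The untransduced gained sites differed by 16.5 points between scramble LSD1i and DMSO, 29.6% of them had a peak in sensitive cells, and 26.1% of sensitive-only sites had one in resistant LSD1i. In the hairpin comparison, at 5124 gained sites, the scramble difference was 19.6 points, and those of shRNA1 and shRNA2 reversed to 8.26 and 15.9, with shares relative to matched constitutive sites of 0.793, 0.740 and 0.745. The difference of Irf8 to empty vector reversed to 3.85 points. I-BET151-repressed genes with a scramble gained site numbered 326 (percentile 98.4), the PU.1 ratio in the untransduced pair was 1.24, and the EICE ratios were 2.94 (untransduced) and 4.15 (scramble). Odds ratios for direction were 6.65 between the LSD1i pairs, 2.23 between the untransduced and Irf8 pairs and 2.76 between the scramble and Irf8 pairs.

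With a -log10 q of at least 5, 3559 sensitive-only and 4253 untransduced lost sites remained, and 15620 lost with Irf8, where fewer peaks enter by construction. Scramble LSD1i differed from DMSO by 14.8 points at gained and -12.8 at lost sites, 53.5% of sensitive-only sites had a peak in resistant LSD1i, and shRNA1 and shRNA2 gave -44.0 and -3.48 points. Relative shares were 0.838 for scramble and 0.765 for shRNA2. The difference of Irf8 to empty vector changed sign to 0.192 points, which is less than its error of 0.956 points. The PU.1 ratio was 1.24 in the untransduced pair and the EICE ratio 3.42 in the scramble pair.

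With an overlap of 50% of both peaks, a stricter condition that by construction adds gained and lost sites, 12701 sites were lost in the untransduced pair, 18017 gained and 18714 lost in the scramble pair, and 13360 gained with Irf8. Scramble LSD1i minus DMSO was 7.45 points at gained, -6.92 at lost and 0 at constitutive sites, 16.1% of gained sites had a peak in sensitive cells and 30.2% of sensitive-only sites in resistant LSD1i. The difference was -27.3 points for shRNA1 and reversed to 3.87 for shRNA2 and to 7.39 for Irf8 over empty vector, and the relative shares were 0.798 for scramble and 0.752 for shRNA2.

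With no peak allowed within 500 bp, 36.2% of sensitive-only sites had a peak in resistant LSD1i, the scramble relative share was 0.785 and the shRNA1 difference -35.9 points. Away from promoters 16% of gained sites had a peak in sensitive cells. With sites taken from the scramble pair and read in the untransduced libraries the difference was 18.7 points at gained sites. It reversed to 8.77 at constitutive sites. At lost sites it changed sign to 0.474, which is less than its error of 0.885 points. At sites gained in both pairs the differences were -19.6 points for shRNA1 (relative share 0.358) and reversed to 15.0 for shRNA2 (0.656) and to 7.64 for Irf8. At sites gained in the scramble pair they were -26.6 for shRNA1 (0.294) and -8.85 for shRNA2 (0.530).

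For motifs within 50 bp the EICE ratio in the scramble pair was 3.53. Without matching on GC content and promoter position the ratios were 1.46 for PU.1 and 2.96 for EICE in the untransduced pair and 1.33 and 3.35 in the scramble pair. A window of 10 kb, smaller by construction, left 197, 152 and 33 I-BET151-repressed genes with a site gained in the untransduced pair, the scramble pair and both (percentiles 97.4, 66.8 and 60.5), and one of 100 kb gave 249 for both (22.4). At 50 kb the untransduced percentile of 61.1 became 90.8 with a -log10 q of at least 5.

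At equal depth the untransduced gained sites numbered 9519, scramble LSD1i minus DMSO was 13.5 points, and 35.1% of sensitive-only sites had a peak in resistant LSD1i. In the hairpin comparison, at the 6930 gained sites found again in the thinned lists, the differences were 15.4 points for scramble and -24.8 for shRNA1 and reversed to 5.08 for shRNA2, with relative shares of 0.852, 0.620 and 0.779. At the 14399 sites as first found, with only the shRNA lists thinned, the shares were 44.2% and 56.1% with scramble, 41.7% and 17.9% with shRNA1 and 46.7% and 47.8% with shRNA2, with relative shares of 0.741, 0.547 and 0.690. The difference of Irf8 to empty vector reversed to 2.11. The odds ratios of the untransduced and scramble pairs with the Irf8 pair were 1.68 and 2.39, and shRNA1 over scramble without EICE, at the sites as first found, gave 1.14. Without chromosomes 7, 14 and 16 there were 9871 resistant-only and 6076 sensitive-only sites. Depth limits what a missing peak can mean, since background coverage ran from 0.315 to 1.81 and the lowest summit from 4 to 7 reads.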

Other observations

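The test by the Gfi1 motif, the readings in scramble LSD1i at untransduced gained sites without a peak in either control, and the count of windows on chromosomes 7, 14 and 16 were chosen only after the result was seen, and the thinning to equal depth was added after the data had been examined.

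Across all libraries, 1729 sites had a peak in sensitive cells and in none of the 10 resistant lists, 19.9% (18.1 to 21.8) of them at promoters. Besides those named above, and chosen after their values were seen, they included the promoter of Isl1, a homeobox gene (fold 31.8), a site 1.07 kb from Tcf4, which encodes an E-protein of lymphoid and dendritic cells (fold 47.1), and one 1.15 kb from Maoa, a monoamine oxidase (fold 35.8). In the other direction 2108 sites were in all 10 resistant lists and not in sensitive cells, 17.9% (16.3 to 19.6) at promoters, among them the promoter of Cadm2, an adhesion molecule (fold 26.6), and a site 209 kb from Tgfbr2, a receptor of TGF-beta (fold 25.2), both again chosen after their values were seen.

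Interferon response genes lay near resistant-only sites for 15 of 19 genes against a random median of 11 (percentile 98.0), with 5 sites each at Bst2, an antiviral membrane protein, and Isg20, a nuclease. Mast cell and basophil genes had a site gained with LSD1i in the untransduced pair for 9 of 11 against 5 (percentile 99.4), led by Mitf with 5, but in the scramble pair for 5 against 5 (percentile 42.3), and with both Pu.1 hairpins none had a lost site, against a median of 3, and 2 a gained one, against 5. None of the 12 T lymphoid and none of the 10 dendritic cell genes had a site gained with Irf8, against a median of 3 for each (percentiles 1.3 and 1.9). Housekeeping genes had a site lost in the scramble pair for 8 of 15 against 12 (percentile 0.39).

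For sites that closed with both Pu.1 hairpins in DMSO, loss of Pu.1 at its own motif was the biological explanation given by the design, and its motif lay at these sites 2.5 times (2.17 to 2.88) as often as at sites that opened, above the bound of 1.5 set beforehand, being 1.35 times as frequent as at matched constitutive sites at the closed sites and 0.536 times at the opened ones. The Hoxa9 motif gave 2.42 (2.00 to 2.92) and the stricter form of EICE 5.92 (3.61 to 9.72), and of the 8461 shRNA2 peaks that opened with both hairpins 4198 would arise from the shared control alone in the simulation. For sites that opened, GATA factors were a candidate explanation that stayed undecided, with a ratio of 1.31 (1.07 to 1.60) that fell short of the same bound. Whether GC content accounts for the PU.1 motif at sites gained in the scramble pair also stayed undecided, with a ratio to constitutive sites of 1.11 after matching and 1.33 before.

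In the untransduced pair 14399 sites were gained and 7332 lost as deposited, and the ratio of gained to lost was 1.05 at equal depth. The difference in depth between the lists, at 0.431 and 1.12 reads of background, is thus a candidate explanation of that excess, and simulated sites without change gave a ratio of 8.13 at the same depths. No biological explanation of the excess was tested.

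Among sites gained with LSD1i in both pairs and without a peak in the empty vector list, those with EICE or ISRE opened in the Irf8 library 1.86 times (1.67 to 2.08) as often as those with neither. A ratio of at least 1.5 was at first taken to argue against exposure of the Irf8 library to LSD1i, but that bound assumed that LSD1i opens such sites little more often than others, and the LSD1i libraries differed on this, with a ratio of 1.05 (0.911 to 1.21) in shRNA2 LSD1i, where Pu.1 is targeted, at the same sites, and of 2.82 (2.58 to 3.09) in scramble LSD1i at untransduced gained sites without a peak in empty vector or scramble DMSO, a set not chosen on scramble LSD1i, where the Irf8 library gave 3.78 (3.37 to 4.24). At sites with neither motif, a Gfi1 motif went with fewer openings in the Irf8 library, at 15.6% of 32 sites gained in both pairs against 43.8% of 589, a ratio of 0.357 (0.159 to 0.802) that was 1.25 (0.926 to 1.68) in shRNA2 LSD1i, and at the untransduced set just named the Gfi1 ratio was 0.768 (0.383 to 1.54) in the Irf8 library, from 53 sites with the motif, and 2.24 (1.75 to 2.87) in scramble LSD1i. On these few sites, in 1 library each, the values argue against exposure to LSD1i as the whole reason, and a part played by overexpressed Irf8 stays a hypothesis. Exposure as a part of the reason stays open, since no library with overexpressed Irf8 has a certain treatment and that of the empty vector cells is open as well.

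Peak numbers on chromosomes 7, 14 and 16 in the resistant I-BET151 list over the sensitive list were 1.29, 1.5 and 1.40 times those of the other autosomes, and all 30 windows of these chromosomes lay above the ratio of the other autosomes. In scramble DMSO this held for 7, 10 and 8 windows of 10 each and in the empty vector for 7, 10 and 9. Chromosome 18 had 9 such windows in the I-BET151 list and 10 in each of the other libraries. Chromosomes 1 and 3 had 8 in scramble DMSO. Thus 7 windows do not set chromosome 7 apart, and 8 windows do not set chromosome 16 apart in scramble DMSO. A difference in copy number between the cell populations is a candidate explanation that stays undecided, and DNA content was not analysed here.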
